A study of Mus musculus with 35 samples. Its data were reported in "An endosiRNA-Based Repression Mechanism Counteracts Transposon Activation during Global DNA Demethylation in Embryonic Stem Cells" (2017).

How the data were processed

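Total RNA depleted of ribosomal RNA was sequenced from mouse embryonic stem cells (ESCs) in which *Dnmt1*, the gene of the maintenance DNA methyltransferase, can be deleted by induced Cre recombination. The labels give 17 WT (control) and 17 *Dnmt1* KO libraries over 8 days (0, 1, 3, 6, 9, 11, 17 and 25), and 1 library of *Dicer* KO cells. Each group of a genotype and a day had 2 libraries, except day 1, which had 3. The third day 1 library of each genotype was taken as a replicate from its title, although the series describes 2 replicates per group.

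According to the study's methods, the authors trimmed the reads, aligned them with TopHat to mouse build NCBIM37, discarded reads of low mapping quality and quantified genes in SeqMonk. The deposited table holds RPKM (reads per kilobase of exon and mega-read of the library) on a linear scale, in 35 columns with 1 library each, with no further scaling between libraries. The methods name log2 RPM, and the tests had been planned for that unit. RPKM contains zeros, so a pseudocount was needed here. Unless another scale is stated, fold changes are on the log2(RPKM + 0.1) scale, which understates the change of low genes. The authors called genes with DESeq2 together with an intensity filter. The table holds no counts and no count model was fitted here, although limma's voom was run on reads recovered from the RPKM as an alternative. Transposon and antisense transcripts were not analysed here.

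The table has 26127 rows, of which 125 share a symbol with another row and were kept apart by position. Exon lengths came from the GENCODE vM1 annotation of the same build, which matched 99.9% of rows by symbol and chromosome. In each library, between 99.39% and 99.68% of values below 20 reads became whole reads (within 0.1) when multiplied by exon length and divided by a step fitted on 2921 rows with 1 exon. These steps gave the depth of each library. Libraries had between 24.3 and 72.1 mega-reads, of which between 5.21 and 18.03 fell in exons of genes. A level of 3 reads was taken as the floor; a floor covers counting error only, since the reads carry no molecular identifiers.

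The share of reads in exons of genes split the libraries into 2 sets, separated at 35%. It lay between 20.7% and 22.4% in 20 libraries (days 0, 3, 6 and 9 and replicates 1 and 2 of day 1) and between 44.8% and 49.99% in 15 (replicate 3 of day 1, days 11, 17 and 25, and *Dicer* KO). These are called the low-share and the high-share libraries. The set follows the day, so comparisons between KO and WT of one day fall within a set except at day 1, and comparisons across days can cross it. The sets were found in the data, the boundary was set after the values were seen, and they are not groups of the study. The 16 pairs of libraries of one group within a set had a Pearson r across genes between 0.969 and 0.995, and none differed by less than the sampling noise (chi-square per degree of freedom at least 1.28). This chi-square lay between 1.28 and 1.96 in low-share pairs and between 2.95 and 37.76 in high-share pairs. Low-share replicates thus varied little beyond sampling noise, and fits of days 3, 6 or 9 alone rest on that small spread. The main fit estimated 1 spread per gene over both sets. The 4 pairs that held replicate 3 of day 1 and so crossed the sets had an r between 0.902 and 0.916.

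Genes with RPKM above 1 in at least 2 of the WT and *Dnmt1* KO libraries were tested (11615 genes). A model of group means over all 34 of these libraries was fitted with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend), and contrasts gave KO minus WT at each day, the mean over days 3 to 25, the difference between days 25 and 9, and WT day 25 minus WT day 0. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called. The 11 gene lists (imprinted, Y-linked, active in the 2-cell embryo, germline genes sensitive to methylation, fibroblast, p53 targets, methylation and chromatin, small RNA pathway, pluripotency, differentiation and interferon response) were tested with camera (preset correlation 0.01) and fry. Older symbols were matched through RefSeq synonyms (GRCm38, names only). The *Dicer* KO library was described without a test, and list medians were ranked among 10000 random lists matched on mean expression. Chromosome medians were tested by permuting genotype labels within days (100000 draws from 46656 relabellings, two-sided). Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps.

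The limma functions were tested on simulated data drawn for the real genes, with 200 genes changed, of which 192 passed the filter among 11313 genes. At day 9 the fit recovered 93.8% of them and at days 3 to 25 99.0%. The false share among the calls was 7.22% at day 9, above the 5% aimed at, and 4.52% over days 3 to 25. The simulated libraries had no difference in gene-read share.

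Samples, groups, tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined. By that rule *Dnmt1* and *Dicer1* come first, genes of the imprinted and pluripotency lists may be named, and further genes are the 8 largest rises and 8 largest falls over days 3 to 25 with an adjusted p below 0.05, a mean log2 value of at least 0 and the same sign at each of these days. Alternatives changed the filter, the pseudocount, the scaling, the libraries in the fit, the variance trend and the threshold. Leaving out the third day 1 pair, leaving out day 6, a pseudocount of 0.01, limma's voom on the recovered reads and splits by gene-read share were added after the data were examined.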

Results

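Total RNA-seq was available for ESCs sampled on 8 days after induced deletion of *Dnmt1*. There were 2 libraries for each genotype and day, 3 at day 1, and 1 library of *Dicer* KO cells, which lack the nuclease that cuts double-stranded RNA into small RNAs. Between 5.21 M and 18.03 M reads per library (M, mega-reads) fell in exons of genes. This share was between 20.7% and 22.4% in the low-share libraries and between 44.8% and 49.99% in the high-share libraries.

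**Figure D1:**
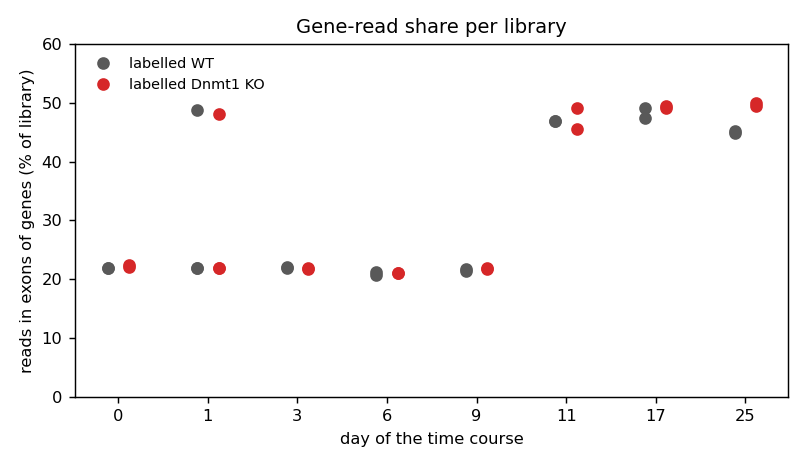
Share of each library's reads in exons of genes (percent, y axis) by day (x axis), 1 point per library labelled WT or *Dnmt1* KO. Days 0, 3, 6 and 9 lie at 22.4% or below and days 11, 17 and 25 at 44.8% or above; day 1 has libraries at both levels.

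The first comparison asked whether *Dnmt1* RNA followed the labels. *Dnmt1* lies on chromosome 9 of NCBIM37, from 20711650 to 20757317 on the minus strand (ENSMUSG00000004099.8). At day 0 it had 18.3 ± 0.0973 RPKM in WT and 18.6 ± 0.149 RPKM in KO (SD, n = 2), and the groups could not be told apart (limma adjusted p 1). At day 3 it had 18.5 ± 0.595 RPKM in WT and 2.81 ± 0.0443 RPKM in KO (SD, n = 2), and at day 9 19.7 ± 0.282 and 3.22 ± 0.137 RPKM (SD, n = 2). At day 25 it had 33.2 ± 2.19 RPKM in WT and 4.22 ± 0.256 RPKM in KO (SD, n = 2). The log2 difference was -2.68 (SE 0.296, limma adjusted p 2.257e-05) at day 3, -2.58 (limma adjusted p 4.4e-06) at day 9 and -2.95 (limma adjusted p 2.637e-07) at day 25. At day 1 it had 18.5 ± 0.876 RPKM in WT and 4.67 ± 2.99 RPKM in KO (SD, n = 3; log2 difference -2.13, limma adjusted p 0.000142), and the third KO library had 8.13 RPKM, against 19.5 RPKM in the third WT library. At day 11 it had 14.1 ± 0.00371 RPKM in WT and 3.275 ± 0.982 RPKM in KO, and at day 17 16.8 ± 0.893 and 4.225 ± 0.0335 RPKM (SD, n = 2). The log2 difference was -2.10 (limma adjusted p 4.695e-05) at day 11 and -1.97 (limma adjusted p 5.76e-05) at day 17. The *Dicer* KO library had 34.8 RPKM.

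Day 6 ran the other way. The libraries labelled WT had 3.31 ± 0.133 RPKM and the libraries labelled KO 20.3 ± 0.195 RPKM (SD, n = 2), a log2 difference of 2.58 (limma adjusted p 5.107e-06). *Dnmt1* therefore contradicts the labels of all 4 libraries of day 6. The labels were kept, and every direction at day 6 below is that of the libraries as labelled. The main counts of genes and the means of gene lists over days 3 to 25 are given with and without day 6.

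**Figure D2:**
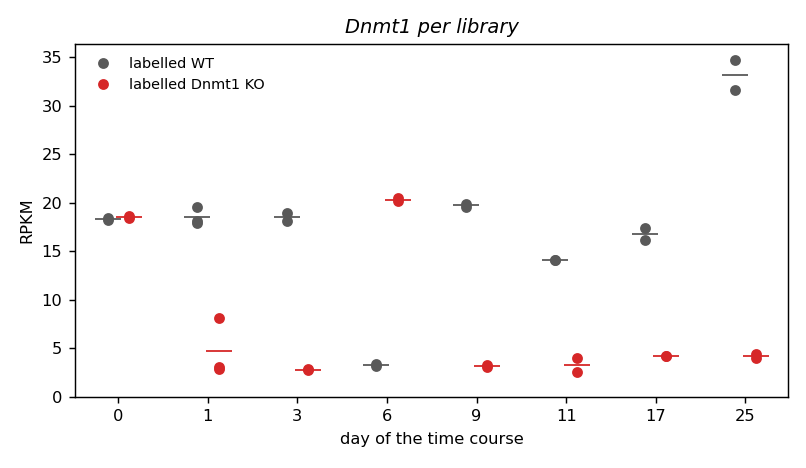
*Dnmt1* RPKM (y axis) by day (x axis), 1 point per library and a dash for each group mean. The libraries labelled KO lie below those labelled WT from day 1 on, except at day 6, where the libraries labelled KO average 20.3 RPKM and those labelled WT 3.31 RPKM.

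*Dicer1* (chromosome 12, 105925952 to 105990162, minus strand) had 2.70 ± 7.79e-05 RPKM in WT at day 0 and 8.36 ± 0.292 RPKM in WT at day 25 (SD, n = 2). The *Dicer* KO library had 4.01 RPKM, within the range of 3.90 to 8.57 RPKM of the WT libraries of high gene-read share. The amount of *Dicer1* RNA thus did not set this library apart.

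The next comparison asked how many genes differed between KO and WT at each day. No gene was called at day 0, where 9 of 11615 genes had an unadjusted limma p below 0.05. Without the third day 1 pair 265 genes had such a p at day 0, and with only the groups compared 707, again with none called. At day 1 only *Dnmt1* was called. At day 3, 70 genes were higher and 7 lower in KO. At day 9 there were 286 higher and 96 lower, at day 11 507 and 146, and at day 17 1061 and 143. At day 25 1115 genes were higher and 1315 lower. The most read genes held a smaller share of gene reads in WT of day 25 than in the other high-share WT libraries. A change in WT may therefore enter the counts of day 25. Between the libraries as labelled at day 6, 79 genes were higher and 251 lower in KO. The median of all genes was 0.13 at day 25 on the log2 scale and within 0.1 of 0 at the other days. Leaving out the third day 1 pair, which differed from the other day 1 libraries in gene-read share, raised the counts of day 1 and later days. It gave 902 genes higher and 483 lower at day 3, 1991 and 1262 at day 9, and 4620 and 3035 at day 25. The 2430 genes called at day 25 with all libraries were also called without that pair. At day 1 it gave 25 higher and 8 lower. Fitting only the groups compared gave more still at days 3 and 9, with 2153 and 4240 genes, and fewer at day 11, with 311. At day 1 it called none, *Dnmt1* included (adjusted p 1).

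**Figure D3:**
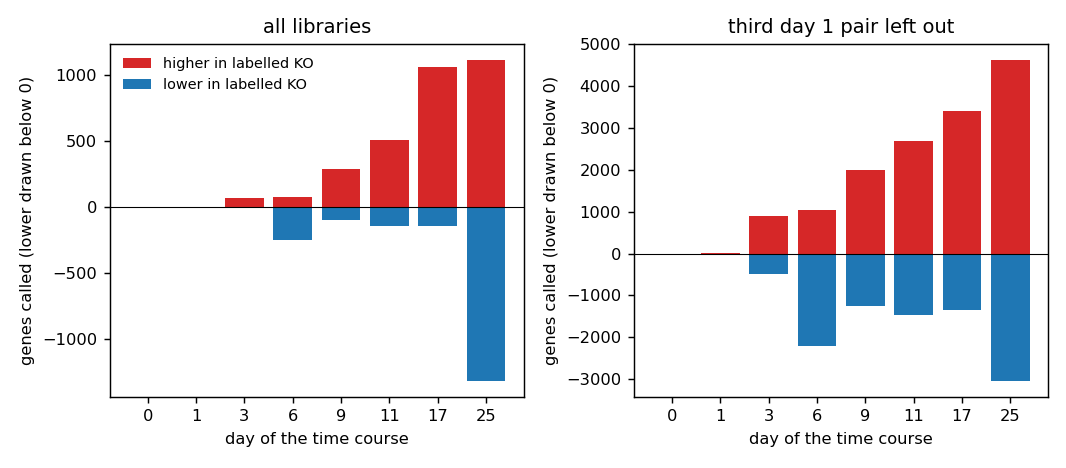
Genes called by limma (adjusted p below 0.05) by day, with genes higher in the libraries labelled KO drawn above 0 and lower genes below 0. With all libraries (left) the counts rise from 0 at day 0 to 1115 higher and 1315 lower at day 25; without the third day 1 pair (right) they reach 4620 and 3035.

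Genes called at neighbouring days overlapped. Of the 286 genes higher in KO at day 9, in low-share libraries, 204 were also called higher at day 11, in high-share libraries, and 96.5% had the same sign. Across genes, which are not independent replicates, the differences of days 9 and 11 had a Pearson r of 0.73. The differences of days 17 and 25 had an r of 0.39, and their calls overlapped less. Of the 1061 genes higher at day 17, 419 were also called higher at day 25, and 72.7% had the same sign. Of the 143 genes lower at day 17, 42 were also called lower at day 25, and 54.6% had the same sign. For the 96 genes lower at day 9, 49 were also called lower at day 11, and 93.75% had the same sign.

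Over days 3 to 25, with day 6 as labelled, 1046 genes were higher and 275 lower in KO. Without day 6 there were 1528 higher and 668 lower. The days of low gene-read share other than day 6 gave 441 higher and 125 lower genes, and the days of high share gave 1400 and 517. By the rule set beforehand, 68 genes rose and 9 fell with the same sign at each of the 6 days. This rule removes every gene that reverses at day 6 as labelled, *Dnmt1* included. Of the 381 genes other than *Dnmt1* called at day 9, 378 had the opposite sign at day 6. The genes named next are those left by this rule, not the largest differences of the other days. *Krt18* (chromosome 15, 101858647 to 101862457) rose by 0.89 on the log2 scale (SE 0.158, limma adjusted p 0.000348) and *Gadd45g* (chromosome 13, 51942047 to 51943837) by 0.86 (SE 0.104, limma adjusted p 2.808e-06). The other rises were *1190002H23Rik*, *Hsdl1*, *Gm16721*, *Cotl1*, *Vmn2r-ps106* and *Hspb8*, between 0.65 and 0.58. *Gm16721* has an exon length of 33 bases, so few reads give a high RPKM. Its WT libraries of day 17 were at or under 3 reads, and its values are uncertain. *Apol7d* (chromosome 1, 71699411 to 71709417) changed by -0.49 (SE 0.104, limma adjusted p 0.00199). *Epha2*, *Nptx2*, *Aldh18a1*, *Mars*, *Hnrnph2*, *Snrpd3* and *Ccdc136* followed, between -0.41 and -0.27. *Nptx2* and *Snrpd3* lost the call in most of the fits that left out a single library. *Aldh18a1*, *Mars*, *Hnrnph2* and *Ccdc136* lost it after median centring.

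The same rule without day 6, chosen after the values were seen, was met by 721 rising and 271 falling genes. The rises were *Rian* (6.11), *Rpl39l* (4.01), *Gm14149* (3.75), *Eif2s3y* (3.601), *H19* (3.52), *Cox7b2* (3.41), *Rhox6* (3.30) and *Fmr1nb* (3.27), as log2 differences. The falls were *Dnmt1* (-2.46), *Grb10* (-2.18), *Gm17364* (-1.44), *Glyatl3* (-1.26), *Sycp3* (-1.22), *Bdh2* (-1.15), *Enpp3* (-1.08) and *Optn* (-1.01). *Rpl39l*, *Rhox6* and *Eif2s3y* have similar copies elsewhere and their values are uncertain. *Gm17364*, with an exon length of 72 bases, lost the call in most of the fits that left out a single library.

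Imprinted genes were examined because their expression depends on DNA methylation. *Rian* (chromosome 12, 110842155 to 110899919) had 0.699 ± 0.129 RPKM in WT and 17.6 ± 0.428 RPKM in KO at day 9 (SD, n = 2). At day 25 it had 0.0169 ± 0.00482 RPKM in WT, from 3 and 5 reads, and 58.4 ± 1.71 RPKM in KO (SD, n = 2; log2 difference 8.97, SE 0.484, limma adjusted p 6.203e-12). *Mirg* at day 25 was at least 260-fold higher and *Xlr3a* at least 169-fold higher in KO, since the WT libraries of that day were at or under 3 reads. These folds are ratios of RPKM in KO to the RPKM of 3 reads, with no pseudocount. *Xlr3a* shares reads with near-identical copies and is uncertain. *H19* (chromosome 7, 149761434 to 149764048) rose to 534 ± 38.0 RPKM in KO at day 17, against 13.4 ± 0.439 RPKM in WT, and was at 57.3 ± 1.48 RPKM in KO at day 25, against 3.05 ± 0.136 RPKM in WT (SD, n = 2). *Grb10* (chromosome 11, 11830511 to 11938686) was lower in KO, with 2.14 ± 0.121 RPKM against 32.4 ± 0.381 RPKM in WT at day 25 (SD, n = 2; log2 difference -3.86, limma adjusted p 2.543e-08). *Igf2* changed direction, with a log2 difference of 0.77 at day 3 (limma adjusted p 0.0227) and -2.63 at day 25 (9.012e-11). *Cdkn1c* was lower in KO at day 25 (-1.58, limma adjusted p 0.000974) and not called at day 3 (0.77, 0.633).

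**Figure D4:**
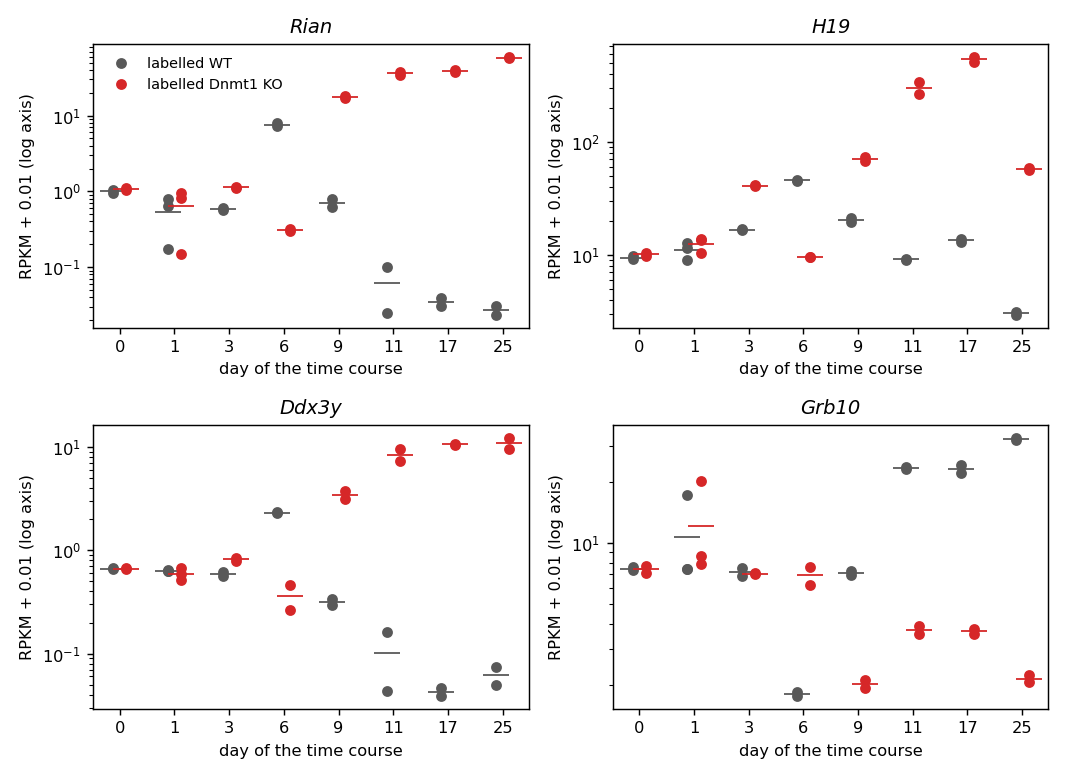
RPKM + 0.01 on a log axis by day for *Rian*, *H19*, *Ddx3y* and *Grb10*, 1 point per library and a dash for each group mean. *Rian* in KO reaches 58.4 RPKM at day 25 against 0.0169 RPKM in WT; at day 6 all 4 genes run opposite to days 9 and 11 in the libraries as labelled.

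Of the 11 gene lists, 8 had a camera adjusted p below 0.05 over days 3 to 25. The imprinted list had a mean log2 difference of 1.26 (14 of 17 genes higher, limma camera adjusted p 3.275e-12), the Y-linked list 2.58 (5 of 5 genes, 1.098e-25), the list of genes active in the 2-cell embryo 1.92 (4 of 4 genes, 2.736e-16) and the list of germline genes sensitive to methylation 0.78 (12 of 15 genes, 1.39e-08). Without day 6 these means were 1.84, 3.40, 2.99 and 1.13. These 4 lists were also called by fry and with an estimated correlation. The imprinted list holds *Rian*, *Mirg* and *Xlr3a*, which the paper names as activated in these same data. Its test is therefore in part not independent of the paper's result. Its median log2 difference was 0.48, below its mean of 1.26, which thus rests on large rises of some of its genes. The 2-cell list held 18 genes, of which 14 had a row and 4 passed the filter. These 4 genes have near-identical copies and are not independent of each other. The fibroblast list (0.34, 17 of 19 genes higher) and the p53 target list (0.28, 10 of 12) were called by camera and fry but not with an estimated correlation, and without day 6 their means were 0.55 and 0.38. The methylation and chromatin list (-0.12, 4 of 16 higher) and the small RNA pathway list (-0.13, 2 of 9 higher) were called by camera alone, and without day 6 not by camera either (means -0.13 and -0.15, adjusted p 0.0512 and 0.0573). This depended on the third day 1 pair. Without that pair both lists were called by camera (adjusted p 0.00283 and 0.0294) and by fry (0.000647 and 0.019). With day 6 left out as well, the methylation and chromatin list was called by camera (0.00622) and fry (0.000811), and the small RNA pathway list by fry (0.0403) but not by camera (0.0868). Adjusted over the list alone, 12 of the 17 imprinted genes were called, and 11 over all genes tested (16 and 13 without day 6). The pluripotency list had a mean of 0.01 and was not called by camera (adjusted p 0.472) or by fry (0.939). Without day 6 its mean was 0.04. The differentiation list (-0.10, 4 of 5 genes higher; -0.13 without day 6) and the interferon list (0.04, 2 of 3 genes higher; 0.08 without day 6) were not called by camera (adjusted p 0.288 and 0.727) or by fry (0.0586 and 0.115) with all libraries. Fry called the differentiation list without the third day 1 pair (0.00942), without day 6 (0.0224) and without both (0.000314), and the interferon list without day 6 (0.0469) and without both (0.0313). Of 14 listed differentiation genes 5 were tested, with a median of 0.07 over days 3 to 25. The negative mean rests on *Otx2*, named after its values were seen, with -1.74 at day 9 and 0.26 at day 25. These calls do not show a common fall of the list. Within the pluripotency list, adjusted over the list alone, 3 of 16 genes were called, and 2 over all genes tested. Without the third day 1 pair 7 were called over all genes tested, and 11 with day 6 left out as well. At days 3 and 9 the pluripotency list had a mean of -0.10 and was called by camera (adjusted p 0.0414) but not by fry (0.604), and without the third day 1 pair by fry (0.0181) but not by camera (0.0594). At days 11 to 25 its mean was 0.13 (9 of 16 genes higher). It was called there by neither camera (adjusted p 0.868) nor fry (0.357), and without that pair by fry alone (0.000194). Its difference between days 25 and 9 was 0.36 (11 of 16 genes), called only by fry without that pair (7.746e-06). The mean over days 3 to 25 thus combines early and later means of opposite sign. *Pou5f1* had 60.2 ± 2.28 RPKM in WT and 60.3 ± 2.61 RPKM in KO at day 9 (SD, n = 2). *Nanog* differed at day 25, with 31.7 ± 1.45 RPKM in WT and 149.5 ± 7.36 RPKM in KO (SD, n = 2; log2 difference 2.23, limma adjusted p 0.00325). At day 9 *Nanog* was not called (limma adjusted p 1). Other genes of the list were called at day 25 in both directions. *Prdm14* (log2 difference 1.98, limma adjusted p 0.000193) and *Tcl1* (1.97, 1.288e-08) were higher in KO. *Sall4* (-1.56, 0.0038) and *Utf1* (-0.98, 0.0212) were lower.

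Whether early changes persisted was asked by testing the difference between the KO effects of days 25 and 9. It was called for 842 genes, with the signed KO minus WT difference higher at day 25 for 358 and lower for 484. A fall that deepens counts as lower, as for *Grb10*, with -1.76 at day 9 and -3.86 at day 25. Larger and smaller effects of gene lists below refer to the signed difference too. Leaving out the third day 1 pair gave 3166 and 2531. Of the 286 genes higher in KO at day 9, 184 were also called higher at day 25, and 86.4% had the same sign. Of the 96 genes lower at day 9, 29 were also called lower at day 25, and 59.4% had the same sign. Without the third day 1 pair, 76.2% of the higher and 52.9% of the lower genes of day 9 had the same sign at day 25. The list of 2-cell genes had a smaller effect at day 25 than at day 9 (mean log2 difference -1.43, 0 of 4 genes larger, limma camera adjusted p 1.72e-05; fry adjusted p 6.7e-06), and the Y-linked list a larger effect (2.74, 5 of 5 genes, limma camera adjusted p 7.949e-15). The germline list also had a larger effect (1.08, 14 of 15 genes). Camera called smaller effects for the fibroblast list (-0.94, 3 of 19 genes larger, adjusted p 0.00623) and the p53 target list (-0.71, 1 of 12, 0.00147). Fry called neither of these with all libraries (0.141 and 0.0568) and both without the third day 1 pair (6.328e-06 and 4.529e-08). Of the 19 fibroblast genes, 11 had a mean under 1 RPKM in WT of days 11 to 25. Where KO was low as well, the pseudocount holds the day 25 difference near 0. Part of the smaller fibroblast effect may therefore follow from absent expression.

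In WT, 8340 genes were higher and 321 lower at day 25 than at day 0. These days fall in different sets of gene-read share, and the median of all genes moved by 0.99 on the log2 scale. After centring each library on its median, 2494 genes were higher and 2604 lower. Only WT of day 1 spans both sets, with 2 low-share libraries and 1 high-share library, so culture time and gene-read share cannot be told apart here.

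The single *Dicer* KO library has no replicate check. Against WT of day 0, 6080 genes were more than 1 log2 unit higher and 374 lower, with a shift of 1.05 in the median of all genes. Against the 7 WT libraries of high gene-read share, whose median differed by 0.04, 1699 were higher and 1080 lower. The library lay more than 1 log2 unit above all 17 WT libraries for 751 genes and below all of them for 140. This balance depended on the reference, since median centring gave 474 above and 328 below, and the 7 high-share WT libraries alone gave 788 and 434. The median of the fibroblast list was 4.69 higher than in the 7 WT libraries, above all 10000 random lists. The germline list lay at percentile 0.03 and the p53 target list at percentile 99.93. Against WT of day 0 the fibroblast median was 2.76 higher, at percentile 100, the germline list at 0.02 and the p53 target list at 99.96. Other lists depended on the reference. The 2-cell list lay at percentile 0.07 against WT of day 0 and at 20.54 against the 7 WT libraries. For the imprinted list these percentiles were 1.82 and 15.45. *Lin28a* (chromosome 4, 133559245 to 133574756) had 0.443 RPKM in the *Dicer* KO library and at least 16.8 RPKM in every WT library.

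Copy-number change was examined through chromosome medians. Over days 3 to 25 no chromosome among 22 had an adjusted p below 0.05, and 8 had an unadjusted permutation p below 0.05. The median of the 7 genes of chromosome Y was 2.35 (permutation p 0.00254, adjusted p 0.0559). Without day 6 it was 3.28 (exact permutation p 0.000257, the smallest the relabellings can give, adjusted p 0.00566), and 13 chromosomes were called. The medians of the autosomes and chromosome X then lay between 0.02 and 0.14, around a median of all genes of 0.06. That common shift was not subtracted, so the calls of autosomes cannot tell copy number from a shift of all genes. At day 25 chromosome 1 had a median of 0.55 and chromosome 8 one of 0.33, against 0.13 for all genes.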

Values the study reported

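The study reported, from bisulfite sequencing, that CpG methylation fell from an initial 85% to 35% at day 3 after *Dnmt1* deletion and to 20% at day 6.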

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

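The test of the difference between days 9 and 25 was planned, and all other tests in this part were chosen after the results were seen.

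The KO effect at day 6 differed from that at days 3 and 9. The difference was tested as a contrast in limma and was called for 994 genes, and for 4971 without the third day 1 pair. For *Dnmt1* it was 5.21 on the log2 scale. An exchange of the genotype labels of the day 6 libraries is a candidate explanation. It needs day 6 differences that mirror those of day 9, and the Pearson r across genes was -0.823. Of the 381 genes other than *Dnmt1* called at day 9, 378 had the opposite sign at day 6. *Dnmt1* was low in KO at days 3 and 9, so a reversal in the cells would have to be undone within days. Where in the handling of cells, libraries or the table an exchange may have occurred was not tested.

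The KO effect differed between day 9 and day 25 for 842 genes. These days lie in libraries of low and high gene-read share. If that set were the whole cause, the effect should also differ between days 9 and 11, but 13 genes did so, against 1322 between days 17 and 25, which share a set. These counts depended on the third day 1 pair. Without it there were 422 between days 9 and 11, 6394 between days 17 and 25 and 5697 between days 9 and 25. The set as a part of the cause stays open, since the imprinted list (mean log2 difference 0.84, limma camera adjusted p 5.967e-09) and the Y-linked list (5 of 5 genes larger, 3.051e-41) had a larger effect at day 11 than at day 9. GC content and exon length are argued against as the whole cause, since 77.4% of the calls remained after each library was corrected for both (in a fit of the 10843 genes with a GC content, without the third day 1 pair). The WT libraries of day 25 also stood apart from the other high-share WT libraries. Their 10 most read genes held 4.27% and 4.29% of gene reads, against 5.71% to 7.03%. Their RPKM summed to 153164 and 157258, against 187412 to 205207. A change in these WT libraries as part of the cause was not tested and stays open. A biological difference between these days stays open as well and was not tested further.

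Y-linked genes rose in KO more at days 11 to 25 than at days 3 and 9, by a mean of 3.63 on the log2 scale (limma camera and fry on the difference, 5 of 5 genes), and more at day 25 than at day 9, by 2.74. *Ddx3y*, chosen after its values were seen, had 0.655 RPKM in WT at day 0 and 0.0521 RPKM in WT at day 25, against 10.9 RPKM in KO. Reads shared with the X-linked copies are argued against, since the highest difference of any of 5 X-linked copies at days 11, 17 and 25 was 0.473, while the Y-linked genes differed by 3.33 to 6.35. A change in the share of cells that carry a Y chromosome would move the Y-linked genes by a common fold. This was tested on the folds between days within KO or WT, each time also with any 1 gene left out. From day 11 to day 25 in KO the folds moved apart (heterogeneity p 2.802e-10, 4 of 5 genes rising), but this rests on *Zfy1*, without which it was 0.187. From day 11 to day 17 in KO it was 0.0557, and at most 0.785 with 1 gene left out. From day 3 to day 9, with a pseudocount of 0.01, the 3 genes with at least 20 reads rose in KO by 1.27 to 2.08 and changed in WT by -0.91 to -0.75, and the heterogeneity p was 0.127 in KO and 0.935 in WT (at most 0.371 and 0.844 with 1 gene left out). A change of share, in KO, in WT or in both, therefore stays open, and the later loss in WT lies too near the floor for this test. A response of these genes to loss of methylation was not tested. The set of gene-read share as the whole cause of the larger effect at later days is argued against, since the effect also rose by 1.96 from day 3 to day 9 within the low-share libraries (5 of 5 genes, limma camera adjusted p 2.676e-46, fry adjusted p 1.006e-11). For the further rise of 2.305 from day 9 to day 11 the set and the day cannot be told apart.

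Genes active in the 2-cell embryo had a KO effect that was smaller at day 25 than at day 9, by -1.43 on the log2 scale. A difference between sets of libraries is argued against, since the effect changed by -2.81 from day 17 to day 25 within the high-share libraries. The 4 genes tested have near-identical copies, so their separate values are uncertain. Averaged over days 11 to 25, their effect was larger than at days 3 and 9, by 0.60. The set as the whole cause of this is argued against too, since the effect rose by 1.21 from day 3 to day 9 within the low-share libraries (limma camera adjusted p 2.436e-16, fry adjusted p 4.772e-05).

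The imprinted list also had a larger KO effect at days 11 to 25 than at days 3 and 9, by a mean of 1.08 on the log2 scale (12 of 17 genes). The planned contrast of day 25 with day 9 gave a mean of 0.14 (8 of 17 genes larger, limma camera adjusted p 0.457, fry adjusted p 0.0484), and from day 17 to day 25 the mean changed by -0.50. Without the third day 1 pair neither fry (0.43) nor camera (0.66) called the planned contrast. A larger effect at days 11 to 25 was also seen for the germline list, by 0.74 (13 of 15 genes), which differed by 1.08 between days 25 and 9 (14 of 15 genes, camera and fry but not with an estimated correlation) and by 0.08 between days 11 and 9 (camera adjusted p 0.783). For the germline list the set as the whole cause is argued against, since the effect rose by 1.00 from day 11 to day 25 within the high-share libraries (limma camera adjusted p 0.000493, fry adjusted p 0.00177, not called with an estimated correlation). All 4 list differences of days 11 to 25 from days 3 and 9 were called by camera, by fry and with an estimated correlation. For the imprinted list the set as the whole cause is argued against as well, since the effect rose by 1.07 from day 3 to day 9 within the low-share libraries (limma camera adjusted p 1.995e-21, fry adjusted p 5.226e-09), while for the further rise of 0.84 from day 9 to day 11 the set and the day cannot be told apart. From day 11 to day 25 its mean changed by -0.69. No biological explanation was tested for these 2 lists.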

How the results depend on the processing

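*Dnmt1* was fitted at each day under 12 of the alternatives used for the counts of genes; most of these were applied to *Dnmt1* only after the results were seen. It kept its direction and its side of the threshold in 91 of these fits. Fitting only the groups compared gave it an adjusted p of 1 at day 1 (log2 difference -2.13), so the call at day 1 rests on the spread estimated over all libraries. At day 0, where it was 0.02 and not called, it changed sign under quantile normalization (-0.0336), median centring (-0.00461), median centring without the third day 1 pair (-0.0103) and voom on the recovered reads (-0.00489). Of the other results that are not counts of genes, the named genes kept direction and call in 772 alternatives and lost the call in 60, none with another sign. Gene lists did so in 302 and lost the call in 11, and 6 changed sign. Chromosome medians other than that of Y moved by less than the spread between replicates in 38 alternatives and by more in 25, of which 20 were quantile normalization. Fits that left out 1 library are not counted for *Dnmt1* by day or for chromosomes, since the move is then held below the spread it is compared with by arithmetic.

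The counts of genes moved much more. Counts over days 3 to 25 hold day 6 as labelled unless it is said to be left out. Leaving out the third day 1 pair gave 33 genes at day 1, 1385 at day 3, 3251 at day 6, 3253 at day 9, 4156 at day 11, 4755 at day 17, 7655 at day 25, 5660 over days 3 to 25 and 5697 between days 9 and 25. With all libraries, the estimated spread of each gene holds the difference between the third day 1 pair and the other day 1 libraries, which follows from how the fit is made. The pair left out and a 2-fold minimum gave 4 at day 1, 135 at day 3, 780 at day 17, 1595 at day 25, 149 over days 3 to 25 and 1536 between days 9 and 25. The pair left out and median centring gave 40 at day 1, 1510 at day 3, 3359 at day 6, 3338 at day 9, 4182 at day 11, 4750 at day 17, 7386 at day 25 (3492 higher and 3894 lower), 5572 over days 3 to 25 and 5627 between days 9 and 25.

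The replicate number as a block gave 12 genes at day 1, 1273 at day 3, 3123 at day 6, 3128 at day 9, 4033 at day 11, 4665 at day 17, 7587 at day 25, 5605 over days 3 to 25 and 5583 between days 9 and 25. Libraries of the same number deviated together at day 1 (correlations of 0.833, 0.775 and 0.912), where the third number carries the gene-read share, while at the other days, with 2 libraries per group, the correlation lay between -0.159 (day 17) and 0.26 (day 11) and was under 0.1 at 6 of these 7 days. The libraries were thus taken to share only a number, and the block takes up the third day 1 pair.

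Fitting only the groups compared gave 0 genes at day 1 (12 at an unadjusted p below 0.05), 2153 at day 3, 3708 at day 6, 4240 at day 9, 311 at day 11, 2872 at day 17, 7287 at day 25, 5144 over days 3 to 25 and 6134 between days 9 and 25. The third day 1 pair enters only the day 1 fit there.

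Quantile normalization gave 3 genes at day 1, 358 at day 3 (236 higher, 122 lower), 1239 at day 6 (568 and 671), 1430 at day 9 (710 and 720), 1654 at day 11 (796 and 858), 1905 at day 17 (1039 and 866), 4745 at day 25 (2477 and 2268), 3149 over days 3 to 25 (1524 and 1625), 2761 between days 9 and 25 (1539 and 1222) and 5348 in WT between days 0 and 25 (2588 and 2760). Median centring gave 3 at day 1, 281 at day 3 (219 and 62), 950 at day 6 (269 and 681), 902 at day 9 (591 and 311), 1565 at day 11 (1035 and 530), 2170 at day 17 (1529 and 641), 4811 at day 25 (2136 and 2675), 2819 over days 3 to 25 (1709 and 1110), 2649 between days 9 and 25 and 5098 in WT (2494 and 2604). Voom on the recovered reads gave 3 at day 1, 233 at day 3, 755 at day 6, 843 at day 9, 1810 at day 11 (1179 and 631), 2331 at day 17 (1721 and 610), 4938 at day 25, 2682 over days 3 to 25 (1647 and 1035), 2536 between days 9 and 25 and 4850 in WT (2567 and 2283). The excess of higher over lower genes over days 3 to 25 therefore depends on the scaling.

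Without the filter, which tests more genes, there were 149 genes at day 3, 543 at day 6, 636 at day 9, 1618 at day 11, 2634 at day 17, 4050 at day 25, 2708 over days 3 to 25 and 1373 between days 9 and 25. A mean log2 value of at least 2, which tests fewer genes, gave 7 at day 3, 27 at day 6, 45 at day 9, 62 at day 11, 171 at day 17, 509 at day 25, 204 over days 3 to 25, 131 between days 9 and 25 and 3363 in WT. A 2-fold minimum gave 212 at day 6, 219 at day 9, 347 at day 11, 650 at day 17, 1348 at day 25 and 147 over days 3 to 25. Pseudocounts of 1 and 0.01 and a fit with no variance trend kept every count within 1.5 times.

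Over days 3 to 25, leaving out day 6 gave 2196 genes, day 6 and the third day 1 pair 6785, and day 6 with a 2-fold minimum 293. Days 3 to 11 gave 358 and days 3 and 9 gave 566. The 24 fits that each left out one library of these days gave from 1094 to 1561 genes, with 881 to 1050 higher and 196 to 511 lower. The 511 lower genes, against 275 with all libraries, came without the second *Dnmt1* KO library of day 11, and the other fits gave at most 278. At day 1, leaving out one replicate number gave from 1 to 33 genes, the latter without replicate 3.

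With an estimated correlation 4 gene lists were called instead of 8, and leaving out one library gave from 6 to 8. The mean of the pluripotency list, 0.01 with all libraries, changed sign under quantile normalization (-0.0406) and in 4 of the 24 fits that left out one library, which gave from -0.0221 to 0.0361: without the second *Dnmt1* KO library of day 11 (-0.0221), the first WT library of day 17 (-0.00908), the first WT library of day 6 (-0.000916) and the first *Dnmt1* KO library of day 25 (-0.00028). The interferon list changed sign under quantile normalization (-0.0244). Both lie near 0, and the cause was not tested.

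The *Dicer* KO count was 4145 against the mean of all WT libraries, 2125 with the higher expression minimum, 3150 after median centring (1670 and 1480), 2779 against the high-share WT libraries and 2761 with centring as well (1597 and 1164). It was 6382 and 6478 against either day 0 library. The chromosome Y median was 1.92 under quantile normalization, 3.28 without day 6 and from 2.31 to 2.43 with a library left out. No gene of chromosome Y passed the higher expression minimum, so that setting gave no value. The deposited values are RPKM and the alternative with a count model was not run. Voom was the only fit made on recovered reads. The cause of the other moves was not tested.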

Other observations

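The other splits of the libraries were planned, and the predictions for chromosome 1 were written before its tests were run, although its median had been seen. All further tests in this part were chosen after the results were seen.

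Of 100 within-day exchanges of genotype labels, drawn at random with the real one included, 1 called as many genes over days 3 to 25 as the labels did, namely the real one; the largest other count was 271 genes against 1321. Without day 6 it was again 1 of 100, with at most 406 genes against 2196. At day 1, 5 of the 10 splits of the 6 libraries called at least 1 gene, the real split included, and the design cannot give a share under 0.05. The other 4 put both libraries of the third pair on one side and so followed the gene-read share, with up to 9023 genes called. Without that pair the real split called 33 genes at day 1.

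At day 25 genes of chromosome 1 were higher in KO by a median of 0.55, against 0.13 for all genes. An extra copy of chromosome 1 in part of the KO cells is a candidate explanation. All 10 bins of 20 Mb lay above the median of all genes, from 0.44 to 0.79. Relative to all genes the chromosome rose by 0.39 from day 17 to day 25 in KO and by 0.02 in WT, and the 4 pairs of a KO and a WT library at day 25 gave between 0.39 and 0.44. GC content and exon length do not account for it, since 0.40 was left after correction. Chromosome 8 moved in the same direction, with 7 of 7 bins above the median of all genes, but part of that rise also appeared in WT (0.34 in KO and 0.13 in WT). DNA copy number was not measured, so this remains a hypothesis.

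Among the 10843 tested genes with a GC content, fitted without the third day 1 pair, 2830 were lower in KO at day 25. Of these, 83.0% were also called after correction for GC content and exon length, which argues against these as the whole cause. Of the 4426 genes higher in KO at day 25 in the same fit, 2956 were also called. The balance of higher and lower genes depended on this correction. At day 17 it turned 3259 higher and 1303 lower genes into 2119 and 3149, and over days 3 to 25 without day 6 it turned 4179 and 2238 into 2785 and 4099.

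Genes of the fibroblast list were higher in KO at days 3 and 9 (mean log2 difference 0.78, 17 of 19 genes). RNA from fibroblasts, such as feeder cells, is a candidate source. If an unchanged fibroblast population took a larger share, the 11 listed genes that later WT libraries barely express should rise by a common fold. All 11 rose, by 0.69 to 1.33, and the heterogeneity p was 0.0302. This rests on *Acta2*, without which it was 0.311, so a change of share stays open, as does a fibroblast population that itself changed. The most abundant listed genes at day 9 in KO were *Lgals1* at 52.7 RPKM, *S100a6* at 44.8 RPKM and *Vim* at 40.8 RPKM, and WT libraries of days 11 to 25 also express 8 of the 19 genes at a mean of 1 RPKM or more.

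The gene-read share differed by at most 5.17 percentage points between KO and WT libraries of the same day and replicate number, which argues against genotype as the source of the 2 sets. A difference in library preparation or sequencing stays open, since the labels give no batch.

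The *Dicer* KO library had 2.05 RPKM of *Dnmt3l*, chosen after its value was seen, against at least 19.8 RPKM in each WT library. With 1 library, no explanation was tested.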
